# Selective inhibition of canonical STAT3 signaling suppresses K-ras mutant lung tumorigenesis and reinvigorates anti-tumor immunity

**DOI:** 10.3389/fimmu.2025.1575181

**Published:** 2025-04-28

**Authors:** Michael J. Clowers, Zahraa Rahal, Sung-Nam Cho, Avantika Krishna, Bo Yuan, Leticia G. Hamana Zorrilla, T. Kris Eckols, Moses M. Kasembeli, Samuel Liu, Stephen Peng, Marco Ramos-Castaneda, Annamarie L. Thompson, Carlos Ignacio Rodriguez Reyna, Katherine E. Larsen, Maria T. Grimaldo, Shanshan Deng, Nastaran Karimi, Cody Chou, Walter V. Velasco, Melody Zarghooni, Sayan Alekseev, Luisa M. Solis Soto, Edwin J. Ostrin, Humam Kadara, Suhendan Ekmekcioglu, David J. Tweardy, Seyed Javad Moghaddam

**Keywords:** LUAD, K-ras, stat3, DC, Th1, tumor-promoting inflammation

## Abstract

**Introduction:**

K-ras mutant lung adenocarcinoma (KM-LUAD) is a difficult-to-treat cancer subtype in which chronic inflammation pervades the tumor immune microenvironment (TIME). Pro-inflammatory pathways dampen the response to treatments, including immune checkpoint inhibitors, necessitating therapies that target this inflammatory signaling network in the TIME. One of the lynchpins of chronic inflammation in KM-LUAD is signal transducer and activator of transcription 3 (STAT3).

**Methods:**

Here, we tested the anti-tumor and early immunotherapeutic efficacy of TTI-101, a selective small-molecule inhibitor of canonical STAT3 signaling, in a K-ras^G12D^ mutant lung cancer mouse model (CC-LR).

**Results:**

Treatment of CC-LR mice with TTI-101 resulted in reduced tumor burden while increasing dendritic cell (DC) and T helper 1 (Th1) infiltration into the TIME. TTI-101 treatment decreased pY-STAT3 expression in tumors with accompanying increases in several NF-κB anti-tumor target genes including CXCL9, a chemokine for primed T cells. Transcriptional profiling of the TIME revealed improved immune activation and anti-tumor skewing, as well as B cell signaling enrichment. Analysis of human LUAD data demonstrated negative correlations between *STAT3* and Th1/DC infiltration, with DC infiltration also conferring improved survival in LUAD patients with low *STAT3*.

**Discussion:**

Our results highlight the importance of STAT3 in driving early tumorigenesis and offer a preventative treatment window for high-risk individuals and patients with early-stage KM-LUAD.

## 1 Introduction

A quarter of global cancer-related deaths are attributable to lung cancer, of which 40% are histologically classified as lung adenocarcinoma (LUAD) (1–3). A large plurality (25%) of LUAD cases feature a driver mutation in *K-ras*, earning the moniker *K-ras* mutant LUAD (KM-LUAD) (3). Patients with KM-LUAD, especially those with a history of cigarette smoking, carry a poor prognosis, with *K-ras* mutations leading to hyperactive RAF-MEK-ERK signaling and unchecked cellular proliferation (2, 4, 5). While direct inhibition of K-ras has been attempted with some recent success, resistance mechanisms eventually appear, reversing any initial benefits (6, 7). As a result, new therapeutic strategies independent of K-ras signaling are urgently needed to provide better care for an exceedingly large cohort of lung cancer patients.

One promising treatment modality lies in targeting tumor-promoting inflammation. Tumor-promoting inflammation occurs when an initial anti-tumor immune response shifts from acute to chronic, and K-ras is well described as an intrinsic driver of this type of inflammation (8, 9). While the inflammation itself physically damages the lung tissue and promotes tumor proliferation, the flavor of inflammation changes from strongly T helper 1 (Th1) to other non-productive phenotypes such as Th17 and M2-type macrophage polarization (10). We and others have shown the importance of immune cells such as Th17s, myeloid-derived suppressor cells (MDSCs), M2-like macrophages, and neutrophils in lung cancer development via production of cytokines like interleukin 6 (IL-6), IL-17, IL-22, and IL-1β (11–13). In particular, we have shown that targeting IL-6 strongly reduces tumor-promoting inflammation and improves tumor burden in a murine KM-LUAD model (14). The importance of IL-6 signaling has become recognized clinically, with IL-6 neutralizing antibodies currently under study in concert with immune checkpoint inhibitors (NCT04691817).

While targeting IL-6 presents an excellent therapeutic opportunity, this modality is limited to the extracellular space. An alternative strategy to targeting IL-6 is to block key downstream mediators in the pathway, one such being signal transducer and activator of transcription 3 (STAT3). STAT3 plays a key role in pro-tumor machinery across many cell types of the tumor immune microenvironment (TIME). Activated STAT3 within tumor cells has been shown to promote tumor development through transcriptional activation of gene targets that improve cancer survival, stemness, proliferation, and invasiveness (15). In immune cells, STAT3 signaling encourages autocrine production of IL-6 that sustains tumor-promoting inflammation along with immunosuppressive factors such as IL-10 and TGFβ which blunt the anti-tumor response (16). STAT3 activation can occur independently of IL-6 targeting, as it lies downstream to other cytokines including IL-10, IL-22, and IL-27, which are broadly pro-tumor in nature and found in abundance in KM-LUAD (12, 17). Moreover, the use of a small molecule inhibitor enables the targeting of STAT3 in the cytoplasm or nucleus, and such an inhibitor can be upscaled for mass production more easily than a monoclonal antibody (18).

Despite STAT3 representing an attractive therapeutic target, there is disagreement as to the role of STAT3 in early versus late-stage tumors. Most groups have shown that late stage blocking of STAT3 is favorable for tumor clearance (19–28). However, others have shown that targeting STAT3 prior to or during tumorigenesis leads to a loss of epithelial cell identity and a worsening of disease (29, 30). To elucidate the role of STAT3 in early KM-LUAD development, we tested a selective small molecule STAT3 inhibitor, TTI-101, currently in phase II clinical trials, including treatment of idiopathic pulmonary fibrosis and hepatocellular carcinoma (NCT05671835 and NCT05440708, respectively), in a mouse model of KM-LUAD called CC-LR (31). Here, we profile the immune cells, cytokines, chemokines, and transcriptome of the TIME in CC-LR mice to illustrate the effects of STAT3 inhibition across a wide array of cell types. Mice treated during the initial stages of tumorigenesis displayed significant reduction in tumor burden, reprogramming of the TIME chemokine profile, and augmented dendritic cell (DC) and Th1 responses, supporting the hypothesis that STAT3 contributes to early-stage KM-LUAD development.

## 2 Methods

### 2.1 Cell culture

MDA-F471 cells, a *Gprc5a^-/-^* Kras-mutant LUAD cell line with STAT3 hyperactivation, were developed as previously described (32). Cells were cultured in complete growth medium consisting of DMEM (GenDEPOT) supplemented with 10% fetal bovine serum (FBS) (GenDEPOT) and 1% penicillin-streptomycin (GenDEPOT) and maintained at 37°C in a humidified atmosphere with 5% CO_2_. Cells were passaged upon reaching 80-90% confluency. Regular mycoplasma testing was provided by the MD Anderson Cytogenetics and Cell Authentication Core.

Cell viability was measured by MTT assay. Cells were seeded in 96-well plates at a density of 5,000 cells per well in 100 µL of complete growth medium and incubated overnight at 37°C in a 5% CO_2_ atmosphere in serum-free medium containing TTI-101 diluted serially 1:1 from 100-12.5 μM in DMSO; equivalent volumes of DMSO were added to vehicle control wells. After treatment, 10 µL of MTT solution (5 mg/mL in PBS) were added to each well to achieve a final concentration of 0.5 mg/mL. Wells of each concentration were set up in triplicate. Plates were incubated for 4 hours at 37°C to allow for formazan formation. Following incubation, medium was removed and replaced with 100 µL of DMSO to dissolve formazan crystals. The plates were gently shaken for 10–15 minutes to ensure complete dissolution. Absorbance was measured at 570 nm using a microplate reader, with a reference wavelength of 630 nm for background correction. Cell viability was calculated by normalizing absorbance values to untreated control wells.

### 2.2 Mouse husbandry and treatments

CCSP^Cre^/LSL-K-ras^G12D^ (CC-LR) mice were generated as previously described (14). Briefly, C57BL/6 background mice with the LSL-K-ras^G12D^ allele were crossed with mice with Cre recombinase under the control of the club cell secretory protein (CCSP) locus. The resulting mice gain expression of mutant K-ras in the lung epithelium, leading to spontaneous tumor formation that parallels KM-LUAD pathology. All mice were housed under specific pathogen–free conditions and handled in accordance with the guidelines of the IACUC of MD Anderson Cancer Center. Mice were monitored daily for evidence of disease or distress. Both male and female mice were used in this study, and data were analyzed to check for sex-specific effects, which were not seen.

TTI-101 was provided by Dr. David J Tweardy under an approved material transfer agreement with Tvardi Therapeutics, Inc. Mice receiving TTI-101 intraperitoneally (i.p.) were given 100 mg/kg TTI-101 in DMSO five times weekly from 10-to-14 weeks of age (N = 8 controls, 9 TTI-101-treated). Oral gavage (o.g.) delivery of TTI-101 was formulated at 50 mg/kg in Labrasol: PEG 400 at a ratio of 3:2 and given once daily from 10-to-14 weeks of age (N = 21 controls, 25 TTI-101-treated). Mice were weighed daily to determine drug dose and to monitor for weight loss, a possible sign of toxicity or poor gavage technique. Dosing was performed as previously described (33, 34).

### 2.3 Mouse necropsy, bronchoalveolar lavage, plasma, and histology preparation

To harvest samples, 14-week-old CC-LR mice were anesthetized by i.p. injection of 0.8 mL of 0.25 mg/mL 2,2,2-tribromoethanol (Avertin, Sigma). Cannulas (Luer) were inserted into the tracheas and sutured into place, and lung surface tumors were then counted.

For bronchoalveolar lavage fluid (BALF) collection, a portion of mice received two sequential instillations of 1 mL of PBS via the cannulas. Blood was collected from the inferior vena cava and centrifuged at 2,370 x G for 5 minutes, and supernatants were collected as plasma. The lungs of these mice later underwent perfusion with 10 mL of PBS injected into the right ventricle. The lung tissue was then snap frozen in liquid nitrogen for downstream RNA and protein analyses. BALF total white blood cell (WBC) count was then obtained on a hemocytometer. Cytocentrifugation and subsequent Wright-Giemsa (Sigma) staining were performed to measure major immune cell lineages.

For histology preparation, a portion of mice had blood drawn and were perfused as described above, after which the lungs were inflated with 10% buffered formalin (Sigma) for 10 minutes via the cannulas. Lungs were removed and stored in formalin for 24 hours, followed by 24 hours in PBS. Lungs were then passed through an automated tissue embedder (Leica Biosystems) to make formalin fixed paraffin embedded (FFPE) blocks.

### 2.4 Quantification of TTI-101 drug concentrations in plasma

Plasma collected as above was mixed with stabilizer solution containing 20 mg/mL of NaF, 25 mg/mL of Na2SO3, and 25 mg/mL of L-ascorbic acid in ddH2O with 1X PBS at a 1:1 ratio. Aliquots of plasma from mice were spiked with 5ul of deuterated TTI-101(D7) as the internal standard (IS) to a final concentration of 5 μg/mL. Calibration standards and QC samples of TTI-101 were prepared by spiking 5 μL of the relevant working solutions of TTI-101 and SI into 100 μL of blank normal plasma. TTI-101 was extracted through one-step liquid-liquid extraction (LLE) using methyl tert-butyl ether (MTBE). Samples were reconstituted in 100 μL of methanol before analysis. The LC-MS/MS analysis was performed on a QTRAP 5500 Sciex hybrid quadrupole-linear ion trap system with a turbo ion spray source coupled to a Sciex LC Exion liquid chromatography system. Data acquisition and quantification were conducted using Analyst 1.6. (Redwood City, CA, USA). Chromatographic separation was achieved using a Synergi™ 4 µm Fusion-RP 80 Å, LC Column 50 x 2 mm at a temperature of 40°C with a 3 min linear gradient at 500 μL/mL. The aqueous mobile phase (solvent A) was created as follows: 0.1% (vol/vol) formic acid and 5 mM ammonium acetate in ddH2O. The organic phase (solvent B) was 0.1% formic acid and 5 mM ammonium acetate in methanol. MRM monitoring in positive mode (ESI+) was used to detect TTI-101 and the IS, with m/z 472.093 > 301.1 for TTI-101 and m/z 479.200 > 301.1 for IS. The calibration curve for TTI-101 was generated from the peak area ratio of TTI-101 to the peak area of its internal standard TTI-101(d7) using the Linear regression analysis with 1/X weight over the range of 0.03-30uM. All LC-MS/MS reagents including methanol, water, ammonium acetate, and formic acid were obtained from Honeywell Fluka (Morris Plains, NJ). Methyl tert-butyl ether (MTBE) was obtained from Sigma Aldrich. The C18 Synergi™ 4 µm Fusion-RP 80 Å LC column (50 × 2 mm) was purchased from Phenomenex, (Torrance, CA, USA).

### 2.5 Tissue histology

Hematoxylin and Eosin (H&E) staining was performed on multiple 5 μm-thick cuts from FFPE lungs, with individual sections separated by at least 50 μm. Slides were scanned at 4X magnification and stitched together on a BZ-X810 microscope (Keyence). Normal lung and lesion areas were manually annotated in ImageScope 12.4.3 (Leica Biosystems).

Immunohistochemistry (IHC) for Ki-67 (1:200, ab16667, Abcam) and pY-STAT3 (Tyr705) (1:200, 9145S, Cell Signaling Technology) were performed as previously described (14). Ki-67^+^ and pY-STAT3^+^ nuclei within tumors were quantified using ImageJ (NIH) as previously described (35). Additionally, pY-STAT3 staining and lesion type in o.g. CC-LR mice was quantified using HALO Indica Labs image analysis platform (version 3.5.3577.108).

Multiplex immunofluorescence staining (Lunaphore COMET) was performed on FFPE-derived sections as described in Wang et al. (36). Antibodies against major immune markers were sequentially stained, imaged, and inactivated to build multicolor image overlays. Images were imported into Visiopharm for segmentation, gating, and quantification (see **Supplementary Table 1** for full antibody panel and cell segmentation logic).

### 2.6 RNA extraction and qRT-PCR analysis

Mouse lung RNA was extracted by placing cryopreserved lung tissue into tubes containing chrome plated steel beads and QIAzol (Qiagen). Tubes were then shaken on a Mini-BeadBeater 16 (BioSpec) for 10–20 seconds twice, incubating samples on ice between each round. Homogenates were then passed through a QIAshredder (Qiagen) for further cellular lysis. RNA extraction was then performed using the RNeasy Mini kit (Qiagen) following the manufacturer’s instructions. cDNA was made using the qScript cDNA SuperMix (Quanta Biosciences). qRT-PCR was run using SYBR Green FastMix (Quanta Bioscience) on a CFX96 Touch™ Real-Time PCR Detection System (Bio-Rad). Beta-actin (*Actb*) or CD45 (*Ptprc*) were used as housekeeping genes, with results presented as fold change using the ΔΔCt method. Primers used are listed in **Supplementary Table 2**.

### 2.7 Protein extraction and analysis

Mouse lung protein was extracted by homogenizing cryopreserved lung tissue in tubes containing chrome plated steel beads. For total protein, RIPA buffer (Sigma) with protease + phosphatase inhibitor cocktail (Thermo Fisher Scientific) was used; for nuclear and cytosolic fractionation, buffers from the NE-PER Nuclear Protein Extraction Kit (Pierce) were used. After incubating for 30 minutes on ice, samples were centrifuged at 18,620 x G for 30 minutes at 4°C, with supernatants collected. Protein concentration was determined using a bicinchoninic acid assay (Thermo Fisher Scientific) according to the manufacturer’s instructions.

BALF supernatants were analyzed by Olink Proximity Extension Assay using the Olink Target 48 (Olink Proteomics) panel for mouse immune markers. Samples were run by the Houston Methodist Research Institute Immunoediting Core according to the manufacturer’s instructions. Data were provided as NPX values (normalized protein expression with log2-type transformation) and pg/mL (absolute quantification).

Immunoblotting was performed as previously described (37), with nuclear fractions used for STAT3 detection and total protein used for p65. Primary antibodies were against STAT3 (1:1000; catalog 4904S, Cell Signaling Technology), p-p65 (Ser536) (1:1000, catalog 3033S, Cell Signaling), total p65 (1:1000, catalog ab32536, Abcam), histone H3 (1:1000; catalog 4499S, Cell Signaling Technology), and β-actin (1:1000; catalog 4970S, Cell Signaling Technology).

The NF-κB (p65) binding activity was measured using the NF-κB (p65) Transcription Factor Assay Kit (Cayman Chemical Company) as previously described (13), with 10 μg of nuclear extracts run in duplicate. Optical density (OD) was measured at 450 nm, and fold binding activity was calculated by normalizing to control ODs.

### 2.8 Flow cytometry

Flow cytometry was performed as previously described (13): Briefly, lungs were harvested as mentioned above but were then manually cut using scissors into a paste and then digested for 30–45 minutes at 37°C in 1 mg/mL collagenase IV (Gibco) in RPMI (GenDEPOT). Digested samples were then mechanically dissociated into single-cell suspensions using 70 μm nylon mesh (Falcon) and subjected to RBC lysis. Cells were then resuspended in FACS buffer (1X PBS, Sigma; 2 mM EDTA, Millipore Sigma; 1% FBS, GenDEPOT) for staining. 3 x 10^6^ cells per sample were allocated to separate myeloid and lymphoid panels (see **Supplementary Table 3** for complete antibody list and panel composition). Myeloid samples underwent Fc blocking with anti-CD16/CD32 (clone 2.4G2, Tonbo) concurrent with surface staining for 30 minutes on ice, followed by fixation with 1% formaldehyde. Lymphoid samples underwent intracellular cytokine stimulation: cells were cultured in RPMI (GenDEPOT) containing 50 ng/mL phorbol 12-myristate 13-acetate (PMA, Sigma), 500 ng/mL ionomycin (Sigma), 1 μL/mL GolgiStop (BD Biosciences), and 0.7 μL/mL GolgiPlug (BD Biosciences) for 4–6 hours at 37°C. After surface staining, cells were permeabilized with the FoxP3 Transcription Factor Staining Kit (Invitrogen) for intracellular/intranuclear markers. All data were acquired using an LSRFortessa X-20 (BD) and analyzed with FlowJo software, version 10 (Tree Star). Gating strategies are shown in **Supplementary Figure 5**.

### 2.9 Bulk RNA sequencing and GSEA

Following RNA extraction as described above, whole-transcriptome sequencing (RNA-seq), library construction, and gene set enrichment analysis (GSEA) were performed by Novogene (Beijing, China) using standard protocols, including quality control, library preparation with poly(A) selection, and paired-end sequencing on the Illumina platform. Data were processed and analyzed following Novogene’s recommended RNA-seq pipeline. GSEA results were generated by comparison with GO Enrichment gene sets.

### 2.10 Cellular deconvolution and TCGA analysis

RNA-seq immune profiles were deconvoluted from bulk RNA-seq data using the xCell (38) and CIBERSORT (39) algorithms in R (version 3.5.1; R Project for Statistical Computing). Gene expression data from LUAD patients, including both males and females, were obtained from TCGA (https://portal.gdc.cancer.gov). Linear regression was run to correlate immune cell infiltration with *STAT3* expression. Overall survival was calculated for patients compared to B cell infiltration, and overall survival for patients with low *STAT3* expression was compared to DC infiltration.

### 2.11 Statistics

Data are presented as mean ± SEM. Comparisons between control and TTI-101-treated groups were calculated by a 2-tailed t test, with P < 0.05 being statistically significant. All statistical analyses were performed in GraphPad Prism (Version 10.3.1).

### 2.12 Data availability statement

Data were generated by the authors and are available on request.

## 3 Results

### 3.1 TTI-101 reduces growth of tumor cells in KM-LUAD models

To test the effectiveness of TTI-101 on *K-ras* mutant cancer cells, we first treated a mouse-derived KM-LUAD cell line with increasing concentrations of TTI-101. The MDA-F471 mouse LUAD cell line, which is *K-ras* mutant and STAT3-addicted (32), demonstrated a dose-dependent decrease in viability upon treatment with TTI-101, with an IC_50_ of 14.74 μM (**Supplementary Figure 1A**).

We next examined TTI-101 *in vivo* using a KM-LUAD mouse model possessing *K-ras^G12D^* expression under the control of club cell secretory protein (CC-LR). TTI-101 was formulated in DMSO and delivered intraperitoneally (i.p.) at 100 mg/kg five days per week from 10-to-14 weeks-of-age. This treatment timeline was chosen in order to test for any tumor-preventative effects, since adenoma formation is evident at 14 weeks of age in the CC-LR model (40). Fourteen-week-old TTI-101-treated mice displayed significant reduction in tumor burden as measured by surface tumor number (**Supplementary Figure 1B**) and the ratio of tumor to healthy lung area by histology (**Supplementary Figures 1C, D**). Tumors from these mice showed reduced levels of activated STAT3 (STAT3 phosphorylated on Y705; pY-STAT3) using both pY-STAT3 immunohistochemistry (IHC; **Supplementary Figures 1E, F**) and Luminex bead-based assays (**Supplementary Figure 1G**).

To facilitate its potential use in patients, we next examined the effect of TTI-101 treatment (50 mg/kg once daily) in CC-LR mice again from 10-to-14 weeks of age using TTI-101 formulated in Labrasol/PEG-400 that allowed for its administration by oral gavage (o.g.) (41). Plasma TTI-101 levels reached 1952 +/- 914.5 ng/mL in treated mice and were below the lower limit of quantitation (LLOQ) for controls (**Supplementary Table 4**). Importantly, we witnessed a 39% reduction in tumor burden (p = 0.0053; **Figures 1A–C**). In addition, the number of Ki-67^+^ tumor cell nuclei was decreased, indicating reduced tumor cell proliferation (**Figures 1D, E**). As previously demonstrated, TTI-101 was well tolerated with no evidence of toxicity or weight loss observed (**Figure 1F**).

**Figure 1:**
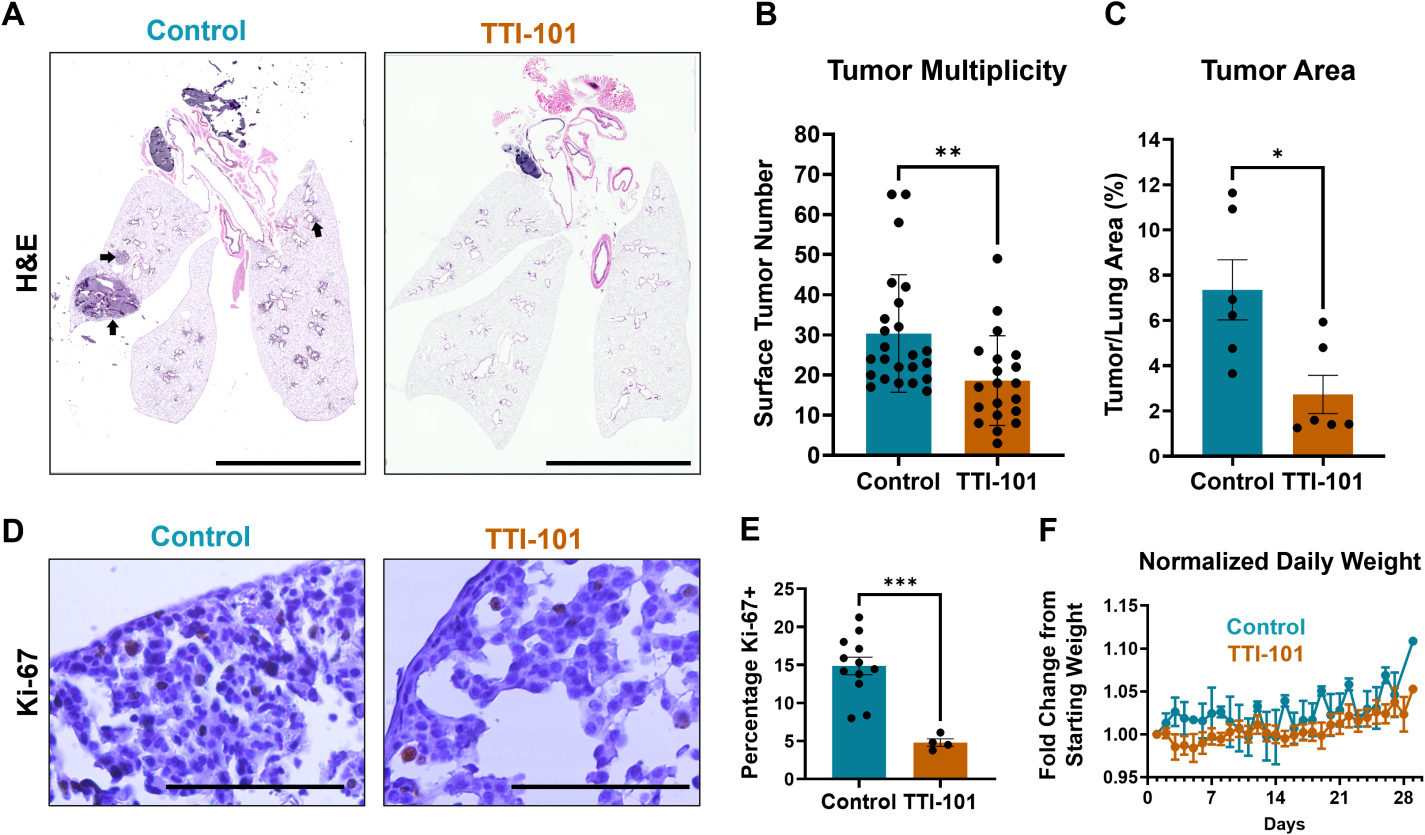
STAT3 inhibition reduces development and growth of lung tumors. **(A)** Representative stitched photomicrographs of H&E-stained sections of 14-week-old CC-LR mouse lungs either untreated or given TTI-101 by oral gavage (o.g.); arrows indicate representative tumor areas; original magnification, 4X; scale bar is 5 mm. **(B)** Tumor burden as measured by manual counting of lung surface tumors (N = 21-25). **(C)** Percentage of tumor area over total lung area (N = 6). **(D)** Representative photomicrographs of Ki-67-stained sections and quantified in **(E)** (N = 4-12); scale bar is 200 μm. **(F)** Weight, normalized to initial weight, of CC-LR mice given 50 mg/kg TTI-101 o.g. from 10-to-14 weeks-of-age. Data represent mean ± SEM. ***P < 0.001, **P < 0.01, *P < 0.5 by unpaired *t* test.

### 3.2 STAT3 inhibition reduces STAT3 signaling while skewing to an NF-κB-driven chemokine profile

To determine if STAT3 signaling was impacted by TTI-101, we measured STAT3 in CC-LR mice treated with TTI-101 by o.g. Early lesions displayed a lower density of pY-STAT3^+^ cells (**Figures 2A, B**), and immunoblotting of nuclear fractions from whole lung protein showed decreased translocation of STAT3 into the nucleus (**Figures 2C, D**). Since there is known modulation between STAT3 and NF-κB signaling (42), we performed immunoblotting to assess for NF-κB pathway components. However, we saw no changes in protein abundance of the NF-κB nuclear effector subunit p65 (**Supplementary Figures 2A, B**). To check for possible changes in transcriptional activity, we performed a p65 DNA binding assay, which measures the ability of the NF-κB p65 subunit to bind its transcriptional target sequences. Using this method, we saw a trend for increased p65 DNA binding (**Figure 2E**).

**Figure 2:**
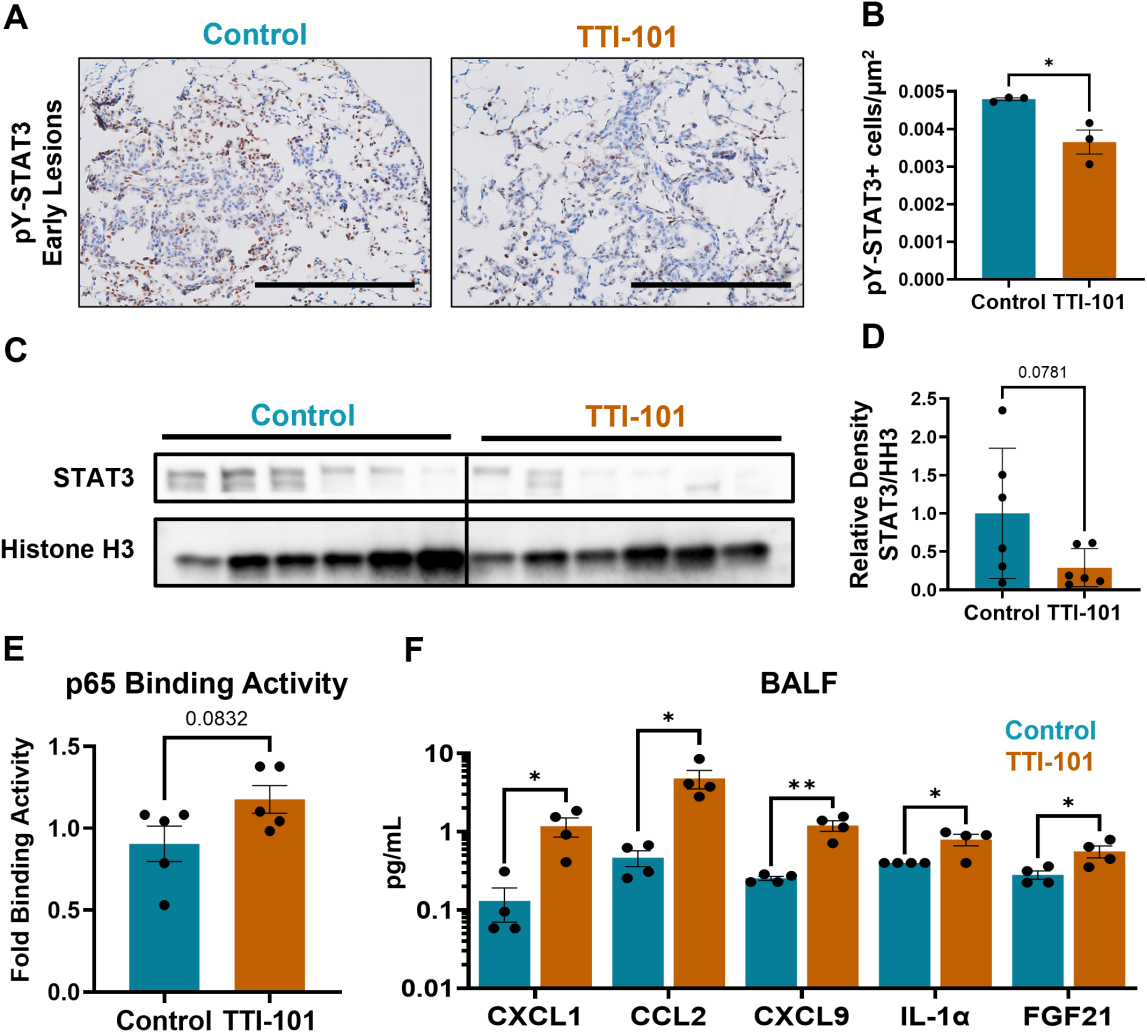
STAT3 inhibition reduces STAT3 signaling intensity while skewing to an NF-κB-driven chemokine profile. **(A)** Representative photomicrographs of pY-STAT3-stained sections in early lesions in CC-LR mice (N = 3); magnification, 20X; scale bar is 200 μm. **(B)** Quantification of pY-STAT3^+^ cells from CC-LR mice by μm^2^ of lesion area. **(C)** Immunoblot of STAT3 and histone H3 (HH3; loading control) in nuclear fractionated lung tissue lysates, quantified in **(D)** as relative density of STAT3 to HH3 (N = 6). **(E)** p65 DNA binding assay, with fold binding activity calculated based on OD of control samples (N = 5). **(F)** Olink protein extension assay analytes from bronchoalveolar lavage fluid (BALF) (N = 4). Data represent mean ± SEM. **P < 0.01, *P < 0.5 by unpaired t test.

To assess changes in the TIME and any downstream effects of STAT3 inhibition, we performed an Olink Proximity Extension Assay on bronchoalveolar lavage fluid (BALF) from CC-LR mice. BALF was chosen as a means of biomarker discovery and facilitating clinical translation because cytokine changes in BALF are more reflective of the secretory products of airway immune cells. Olink of BALF revealed upregulation of various soluble mediators (**Figure 2F**): Three chemokines, CXCL1, CCL2, and CXCL9, were upregulated, which provide chemotactic impetus to neutrophils, monocytes, and primed T cells respectively (43–45). IL-1α, a pro-inflammatory cytokine (46), was also upregulated. These four markers are notable as being transcriptional targets of NF-κB (47), although CXCL9 is also strongly induced by IFNγ (48). Normalized protein expression (NPX) data from Olink showed upregulation of other NF-κB targets: CCL22, CSF1, CSF2, CSF3, CXCL2, and TNFα (**Supplementary Figure 2C**). We also noted an increase in FGF21, a factor which promotes cholesterol metabolism and is known to cause exhaustion in T cells (49).

Collectively, these results indicate a possible shift in lung tumors from STAT3- to NF-κB-driven inflammation, with the reprogramming of the TIME evidenced primarily by changes in chemokine composition rather than prolific cytokine profile alterations.

### 3.3 STAT3 inhibition increases DC and Th1 proportion within the TIME

To better understand changes in the immune cell populations within the TIME, we performed flow cytometry of CC-LR mouse lungs treated with TTI-101 by o.g. In the myeloid compartment, the most significant changes were seen in dendritic cells (DCs), with classical type 1 (cDC1), classical type 2 (cDC2), and monocytic DC (Mo-DC) proportions elevated in the lung (**Figures 3A, B**). It should be noted, however, that our myeloid gating strategy was unable to satisfactorily delineate alveolar macrophages (AMs) and cDC1s, as both are CD11b^-^ CD11c^+^. Therefore, we treated these cells as a lumped group labeled cDC1/AM. cDC2s displayed trends for increased MHC-II expression (**Supplementary Figure 3C**), indicating activation and antigen presentation ability. Flow cytometry of BALF indicated a trending increase in cDC2 infiltration and Ly6G low immature granulocytes (**Supplementary Figure 3B**), which may have migrated in response to elevated CCL2 and CXCL1 respectively (**Figure 2F**). Immature granulocytes may develop into polymorphonuclear MDSCs (PMN-MDSCs), and these findings will be explored in greater depth later.

**Figure 3:**
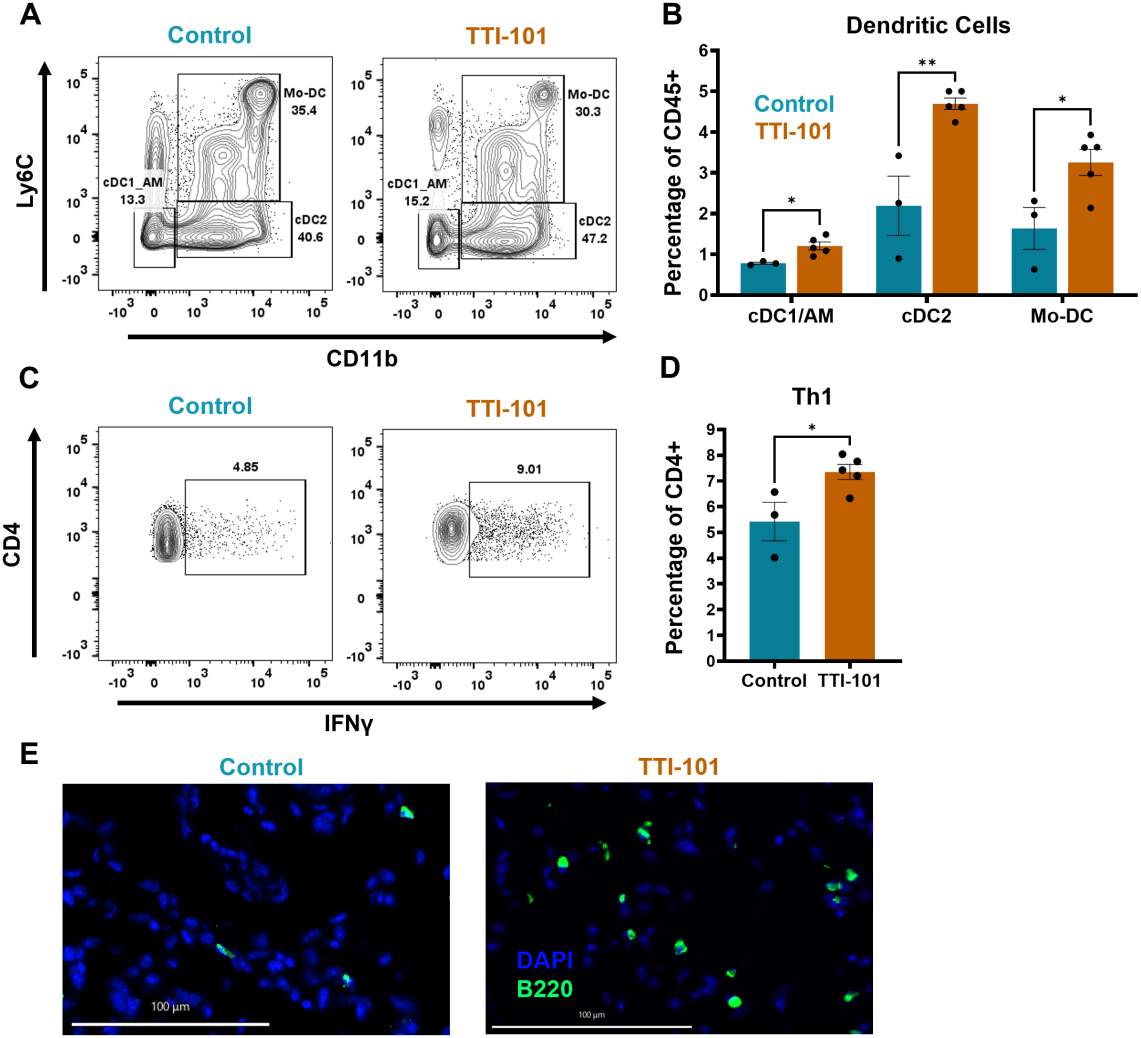
STAT3 inhibition increases DC and Th1 proportion within the TIME. **(A)** Representative dot plots of myeloid cell flow cytometry analysis pre-gated on CD11c^+^ cells; expression of Ly6C and CD11b is used to delineate classical type 1 DCs (cDC1s)/alveolar macrophages (AMs), cDC2s, and monocytic DCs (Mo-DCs), and is quantified in **(B)** as a percentage of CD45^+^ cells (N = 3-5). **(C)** Representative dot plots of lymphoid cell flow cytometry analysis with *ex vivo* restimulation by PMA/Ionomycin, pre-gated on CD3^+^ cells; expression of CD4 and IFNγ is used to mark T helper 1 (Th1) cells and is quantified in **(D)** as a percentage of CD4^+^ cells (N = 3-5). **(E)** Representative multiplex immunofluorescence (COMET) images for B cells (B220^+^); original magnification, 20X; scale bar is 100 µm. Data represent mean ± SEM. **P < 0.01, *P < 0.5 by unpaired *t* test.

Within the lymphoid compartment, we noted an increase in IFNγ-producing CD4^+^ helper T cells (Th1s) (**Figures 3C, D**). IFNγ transcripts (*Ifng*) were significantly elevated as measured by qRT-PCR, and expression of T-bet (*Tbx21*), the defining Th1 lineage transcription factor, trended higher (**Supplementary Figure 3D**). However, no significant changes were seen in other T cell subtypes (data not shown). We also noted a trend for increased B cell proportion by flow cytometry (**Supplementary Figure 3E**), an observation corroborated by immunofluorescence imaging of lung sections showing some heterogeneous increase in B cell infiltration into the lung (**Figure 3E**, **Supplementary Figure 3F**). Taken together, our findings suggest that STAT3 inhibition by TTI-101 augments DC infiltration into the TIME and bolsters the Th1 response.

### 3.4 Transcriptomic profiling indicates STAT3 inhibition broadly increased immune activation, particularly DCs and B cells

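RNA-seq was performed on whole lungs of CC-LR mice, a mouse model of lung adenocarcinoma, at 14 weeks of age. There were 4 control mice and 4 mice given TTI-101 for 4 weeks from 10 weeks of age, with 1 library per mouse. The paper's text does not name the route of TTI-101 for these mice. Nor does it state whether control mice were given the solvent alone, and its Figure 1 legend calls control mice untreated. Effects of the solvent or of the dosing can therefore not be told apart from those of TTI-101. The sequencing provider selected poly(A) RNA, sequenced paired ends and ran its own pipeline, and the authors deposited whole-number counts for 54532 Ensembl genes with no normalization. The gene coordinates are those of the mouse build GRCm38. The counts summed to 26873509, 16446481, 18220467 and 16948084 in control mice 1 to 4 and to 25920509, 16642630, 17982612 and 16075855 in TTI-101-treated mice 1 to 4, with overlapping depths in the groups (two-sided exact permutation test, p = 0.686). From these counts, edgeR scaled each library by TMM, and its filter kept 17138 genes with enough counts in at least 1 group. TTI-101-treated and control mice were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and expression is given as CPM, the counts scaled to a common library size after TMM. Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540), the gene of the drug's target, was at 257 ± 30.0 CPM (SD, n = 4) in control and 244 ± 26.8 CPM (SD, n = 4) in TTI-101-treated lungs, a log2 fold change of -0.08 (standard error 0.15, adjusted p = 0.886 from edgeR's quasi-likelihood test). The first principal component of log2 CPM held 45.2% of the variance and set control mouse 4, at 101, apart from the other 7 mice, which lay between -39.3 and 17.9.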

To better survey the effects of TTI-101 in our model in an unbiased manner, we performed whole-transcriptome sequencing (RNA-seq) of mRNA from whole lung lysates. 

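At an adjusted p-value under 0.05 or under 0.01, edgeR's quasi-likelihood test called 0 of the 17138 genes. At unadjusted p-values, 1132 genes passed 0.05 and 116 genes passed 0.01, of which 67 were higher and 49 lower in TTI-101-treated lungs. Uniform p-values would put 171 of the genes tested under 0.01. Over the 35 ways to split the 8 mice into 4 and 4, the median was 56 genes. At least 116 genes came from 6 of these splits, the real one included. Among the alternatives that kept all 8 mice, DESeq2's Wald test moved the count of 116 most, while limma-voom gave 107 genes. DESeq2's Wald test on the 31830 genes with at least 1 count gave 398 genes at an unadjusted p under 0.01, with 192 higher and 206 lower. Uniform p-values would give 318 of the 31769 genes with a p-value, and the median over the same splits was 183. At least 398 genes came from 6 of the splits, the real one included. Only 47 of the 398 genes were below edgeR's filter. Of these 398 genes, 114 were also among the 116 of edgeR. Adjusted by Benjamini-Hochberg, DESeq2 called 4 genes at 0.05 and the same number at 0.01. These were Cyp1a1, Dlk1, C2cd4b and Gkn2, the last being named only after its values were seen. Cyp1a1 (ENSMUSG00000032315, chromosome 9, 57687928 to 57703824), which encodes a cytochrome P450, had the lowest p-value in both tests. Its expression was 10.6 ± 7.03 CPM (SD, n = 4) in control and 214 ± 95.7 CPM (SD, n = 4) in TTI-101-treated lungs, and every treated library lay above every control library. The log2 fold change was 4.32 (standard error 0.52, adjusted p = 0.105 from edgeR). Without control mouse 1, the number of genes at an unadjusted p under 0.01 from edgeR was 575, and without TTI-101-treated mouse 2 it was 613, while it was 74 without control mouse 3, 62 without TTI-101-treated mouse 1 and 36 without TTI-101-treated mouse 3. Cyp1a1 passed an adjusted p of 0.05 in edgeR without control mouse 1 (adjusted p = 0.016) and without TTI-101-treated mouse 3 (adjusted p = 0.033).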

Applying a cutoff rate of FDR > 2, we discovered 398 genes that were differentially expressed following STAT3 inhibition (**Figure 4A**). 

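Gene lists of cell types, tissues and pathways were compared between groups with limma's camera test, at a preset inter-gene correlation of 0.01 and adjusted over all 39 lists. The 42 genes of motile cilia, such as Foxj1 and the axonemal dyneins, had a median log2 fold change of -0.76 in TTI-101-treated lungs (camera adjusted p = 1.0e-14). The mean log2 CPM of these genes was 5.04 ± 0.66 (SD, n = 4) in control and 4.26 ± 0.57 (SD, n = 4) in TTI-101-treated lungs, and 3 of 4 treated mice lay below every control mouse. TTI-101-treated mouse 2, at 5.11, lay within the control range, and a two-sided exact permutation test of the 4 and 4 mice gave p = 0.114. The difference was -0.50 without control mouse 4, which had the highest value of 5.83. The 27 tested genes of microtubule subunits and motors had a median log2 fold change of -0.04 (camera adjusted p = 0.572). Among 890 Reactome pathways, 56 were lower at an adjusted camera p under 0.05, and of these intraflagellar transport (38 genes) had a median log2 fold change of -0.34 (adjusted p = 8.8e-09) and assembly of the primary cilium (156 genes) one of -0.19 (adjusted p = 2.7e-06). With the correlation within each list estimated from the data, or with limma's fry test, 0 of the 39 lists and 0 of the 890 pathways passed an adjusted p of 0.05. For the motile cilia list that estimate was 0.867, against the preset 0.01.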

Gene set enrichment analysis (GSEA) by GO enrichment indicated downregulated pathways related to microtubules and cilia (**Supplementary Figure 4A**). Additionally, *C2cd4b*, a marker of acute inflammation (50), and *Dlk1*, a driver of Wnt signaling, lung repair and stemness, and cancer stemness (51–53), were downregulated (**Figure 4A**). However, a larger number of pathways related to immune activation were found to be significantly enriched (**Figure 4B**). 

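Dlk1 (ENSMUSG00000040856, chromosome 12 of GRCm38, 109452823 to 109463336) was at 14.4 ± 7.15 CPM (SD, n = 4) in control and 2.61 ± 1.55 CPM (SD, n = 4) in TTI-101-treated lungs. Its log2 fold change was -2.48 (standard error 0.45), with an adjusted p of 0.657 from edgeR's quasi-likelihood test over all genes and 9.5e-05 from DESeq2. C2cd4b (ENSMUSG00000091956, chromosome 9, 67759437 to 67760930) was at 18.2 ± 7.96 CPM (SD, n = 4) in control and 6.34 ± 0.301 CPM (SD, n = 4) in TTI-101-treated lungs, a log2 fold change of -1.52 (standard error 0.30, adjusted p = 0.657 from edgeR and 0.0083 from DESeq2). For both genes, all 4 treated libraries lay below all 4 control libraries (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 mice allow). Leaving out each mouse in turn, the log2 fold change ranged from -2.97 to -2.12 for Dlk1 and from -1.73 to -1.19 for C2cd4b.

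**Figure D1:**
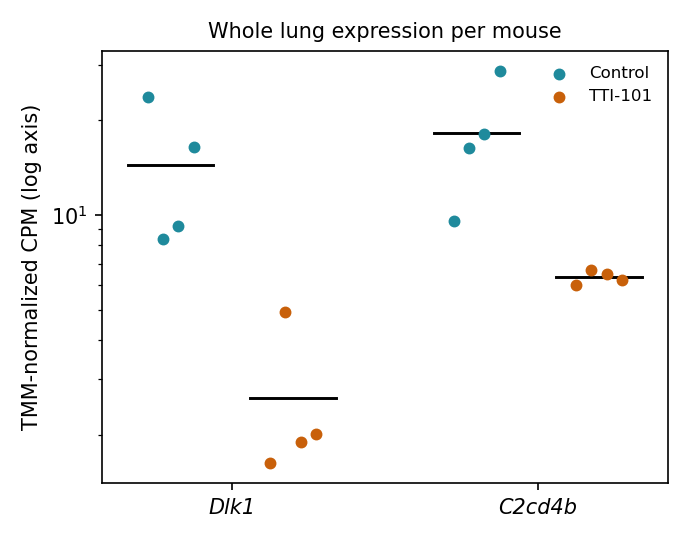
TMM-normalized CPM of Dlk1 and C2cd4b in each mouse, on a log axis. Each point is 1 mouse and each bar the group mean of 4 mice. Dlk1 lay between 8.37 and 23.7 CPM in control and between 1.62 and 4.92 CPM in TTI-101-treated lungs.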

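Of the 890 Reactome pathways, 86 passed an adjusted camera p of 0.05, with 30 higher and 56 lower in TTI-101-treated lungs. The immune pathways among the 30 included immunoregulatory interactions between a lymphoid and a non-lymphoid cell (56 genes, 45 of them higher, median log2 fold change 0.34, limma camera adjusted p = 9.0e-05), interferon gamma signaling (78 genes, median 0.27, adjusted p = 0.0019) and phosphorylation of CD3 and TCR zeta chains (12 genes, median 0.46, adjusted p = 0.024). The 56 lower pathways included translation (145 genes, median -0.21, camera adjusted p = 4.6e-08). Without control mouse 4, 35 pathways passed, of which 7 were higher, and without TTI-101-treated mouse 3, 166 passed, of which 30 were higher. These camera p-values rest on the preset correlation, since 0 pathways passed with it estimated or with limma's fry. All 8 mice can be split into 4 and 4 in 35 ways, with a median of 41 pathways. At least 86 pathways came from 11 of these splits, the real one included. The GO gene sets themselves were not used here.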

Broad T, B, and myeloid cell activation pathways were seen, including cell adhesion, cell migration, B cell receptor (BCR) signaling, immune proliferation, and more. 

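Among the gene lists, 20 B cell genes other than those named in Figure 4A had a median log2 fold change of 1.15 (limma camera adjusted p = 1.7e-13). The 20 T cell genes had a median of 0.56 (camera adjusted p = 7.6e-06), and the 7 tested genes of cytotoxic T cells one of 0.98 (camera adjusted p = 0.001). The T cell mean of log2 CPM was higher in all 4 treated mice than the control mean, but only 1 of them exceeded every control mouse (two-sided exact permutation test, p = 0.2). In the Reactome pathway for second messengers after B cell receptor activation, the 32 genes had a median of 0.22 (camera adjusted p = 0.0054), while the wider pathway of signaling by the B cell receptor, with 166 genes, had one of 0.04 (camera adjusted p = 0.557). For myeloid cells, the medians were 0.29 for alveolar macrophages (camera adjusted p = 0.196), -0.09 for monocytic DCs and monocytes (0.527) and 0.81 for neutrophils (0.0849). Of the 14 lists past an adjusted camera p of 0.05, 4 also passed limma's fry test without adjustment at 0.05. The B cell list was among the 4, with an unadjusted p of 0.0268 from limma's fry, and the T cell list was not, with 0.172 from limma's fry. Without control mouse 4, the unadjusted p of the B cell list from limma's fry was 0.0533.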

Several transcripts in these pathways were upregulated, including *Blk* (T cell activation) and *Cd79a* (mature B cells) (**Figure 4A**). 

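Blk (ENSMUSG00000014453, chromosome 14, 63372836 to 63417037) was at 11.6 ± 3.31 CPM (SD, n = 4) in control and 23.8 ± 5.16 CPM (SD, n = 4) in TTI-101-treated lungs, a log2 fold change of 1.03 (standard error 0.24, unadjusted p = 0.0014 and adjusted p = 0.657 from edgeR). Its lowest treated value, 16.3 CPM, was below the highest control value, 16.5 CPM (two-sided exact permutation test on log2 CPM, p = 0.0571). Cd79a (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) was at 35.6 ± 13.9 CPM (SD, n = 4) in control and 88.9 ± 25.2 CPM (SD, n = 4) in treated lungs, a log2 fold change of 1.32 (standard error 0.31, unadjusted p = 0.0015 and adjusted p = 0.657 from edgeR), with all 4 treated libraries above all 4 control libraries. Of the genes that the study names, 20 passed the filter, of which 0 had an adjusted p under 0.05 over all genes tested and 9 had one when adjusted over the list alone. The 8 genes of Figure 4A were among the 9, and as the study chose these from the same mice, that count is not independent evidence.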

GSEA also supported our findings of increased Th1/DC activation as well as enrichment of inhibitory gene sets governing Ras and ERK1/2 (**Figure 4B**), indicating that TTI-101 mitigates hyperactive K-ras signaling.

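The 9 tested genes of Th1 cells had a median log2 fold change of 0.32 (limma camera adjusted p = 0.359). Tbx21, which encodes the Th1 transcription factor T-bet, was at 2.61 ± 1.65 CPM (SD, n = 4) in control and 5.42 ± 1.47 CPM (SD, n = 4) in TTI-101-treated lungs (log2 fold change 1.04, standard error 0.57, adjusted p = 0.657 from edgeR), and control mouse 4 was at 0.256 CPM. Its log2 fold change was 0.68 without that mouse. Ifng had between 2 and 18 counts per control library and between 4 and 13 per treated library, below edgeR's filter, and DESeq2 gave a log2 fold change of 0.35 (unadjusted p = 0.641 from DESeq2). For DCs, the median was -0.03 over classical type 1 DCs (camera adjusted p = 0.612), 0.12 over classical type 2 DCs (0.160), -0.01 over mature DCs (0.849) and 0.01 over MHC class II presentation (0.397). The mean log2 CPM of the type 2 DC genes was 0.26 higher in TTI-101-treated lungs (two-sided exact permutation test, p = 0.0286), and 0.16 higher without control mouse 4 (exact permutation p = 0.0571). Leaving out any of the 4 treated mice also gave an exact permutation p above 0.05, as did the mean of z-scores in place of the mean log2 CPM, while leaving out control mouse 1, 2 or 3 did not. The 17 tested negative regulators of Ras had a median of 0.20 (camera adjusted p = 0.165), and their mean log2 CPM was 0.19 higher in treated lungs, with all 4 treated mice above the control mean and 3 above every control mouse (two-sided exact permutation test, p = 0.0571). By the same camera test, 10 transcripts that follow MAPK pathway output had a median of -0.19 (camera adjusted p = 0.0455). The MAPK list had an adjusted camera p of 0.344 without control mouse 4, 0.128 without control mouse 1, 0.0727 without TTI-101-treated mouse 1 and 0.138 without TTI-101-treated mouse 2. The paper states that its GSEA (Figure 4B) adds to its other findings of increased Th1 and DC activation.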

**Figure 4:**
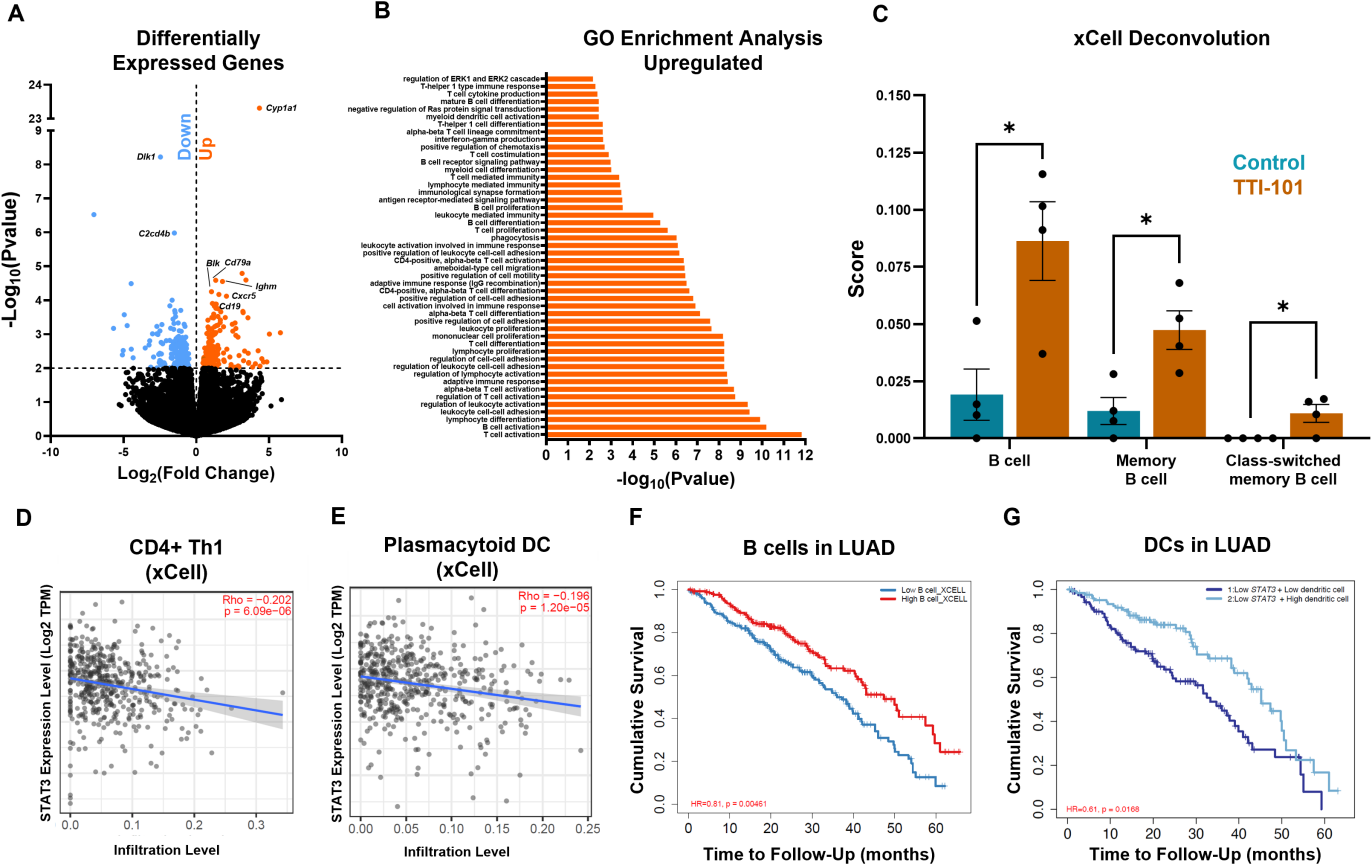
Transcriptomic profiling indicates STAT3 inhibition broadly increases immune activation. **(A)** Volcano plot of upregulated (orange) and downregulated (blue) genes following TTI-101 treatment in CC-LR mice (N = 4). **(B)** Go enrichment GSEA showing the top enriched pathways (N = 4). **(C)** Cellular deconvolution score of RNA-seq data by xCell. Correlation of *STAT3* expression in LUAD patients (adjusted by stage) vs. Th1 **(D)** and plasmacytoid DC **(E)** infiltration (N = 515). Survival curves of B cells in LUAD **(F)** and DCs in LUAD with low *STAT3* expression **(G)**. Data represent mean ± SEM. *P < 0.5 by unpaired *t* test.

We next deconvoluted the bulk RNA-seq data to quantify immune cell infiltration. 

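The signatures of the xCell and CIBERSORT algorithms were not used here. In their place, each cell type was scored in each mouse as the mean log2 CPM of a short list of its marker genes, with a prior count of 2, and the groups were compared by a two-sided exact permutation test of all 70 assignments of 8 mice, whose smallest p is 0.0286. Such a score is on a log2 scale and is not a cell proportion. Of the 39 lists, 2 had an exact permutation p under 0.05 and 0 had one after Benjamini-Hochberg adjustment, where the smallest adjusted value was 0.446.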

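The B cell score was 3.69 ± 0.68 (SD, n = 4) in control and 4.83 ± 0.46 (SD, n = 4) in TTI-101-treated lungs. All 4 treated mice exceeded the control mean and 3 exceeded every control mouse, with a difference of 1.15 (two-sided exact permutation test, p = 0.0571). Without control mouse 4, which had the lowest score, the difference was 0.88 (exact p = 0.0857). The score of 8 memory B cell genes was 2.91 ± 0.34 (SD, n = 4) in control and 3.29 ± 0.15 (SD, n = 4) in treated lungs, a difference of 0.38, with 1 treated mouse above every control mouse (exact permutation p = 0.114), and it was 0.53 without control mouse 1 (exact permutation p = 0.0286). The 5 tested class-switched immunoglobulin heavy chain genes, whose near-identical sequences could share reads, had a score of 2.61 ± 1.79 (SD, n = 4) in control and 2.84 ± 1.46 (SD, n = 4) in treated lungs, a difference smaller than the spread between mice (exact permutation p = 0.8). This difference of 0.22 ranged from -0.46 without TTI-101-treated mouse 2 to 1.06 without control mouse 1, and was -0.33 without control mouse 4.

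**Figure D2:**
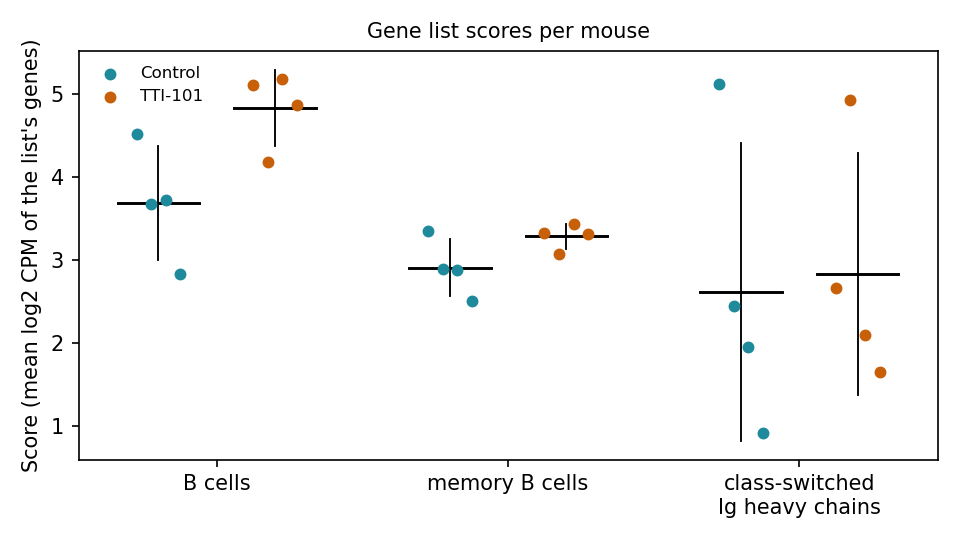
Scores of 3 B cell gene lists in each mouse, as the mean log2 CPM of the list's genes. Each point is 1 mouse, the horizontal bar is the group mean of 4 mice and the vertical line its SD. B cell scores ran from 2.84 to 4.51 in control and from 4.18 to 5.18 in TTI-101-treated lungs, while the class-switched heavy chain scores of all 4 treated mice lay within the control range.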

Using the xCell deconvolution method (38), we saw significant enrichment in B cells, memory B cells, and class-switched memory B cells (**Figure 4C**). 

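Ighm (ENSMUSG00000076617, chromosome 12, 113418558 to 113422730), the constant region of the Ig mu heavy chain, was at 114 ± 75.9 CPM (SD, n = 4) in control and 392 ± 183 CPM (SD, n = 4) in TTI-101-treated lungs. Its log2 fold change was 1.78 (standard error 0.47, unadjusted p = 0.0035 and adjusted p = 0.657 from edgeR's quasi-likelihood test), and all 4 treated libraries exceeded all 4 control libraries. Cxcr5 (ENSMUSG00000047880, chromosome 9, 44511787 to 44561877) rose from 6.71 ± 3.66 to 19.7 ± 7.15 CPM (SD, n = 4 each), a log2 fold change of 1.54 (standard error 0.40, adjusted p = 0.657 from edgeR). For Cxcr5, 3 of 4 treated libraries exceeded every control library (two-sided exact permutation test, p = 0.0571). Neither gene changed sign when any mouse was left out, with lowest log2 fold changes of 1.42 for Ighm and 1.33 for Cxcr5.

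**Figure D3:**
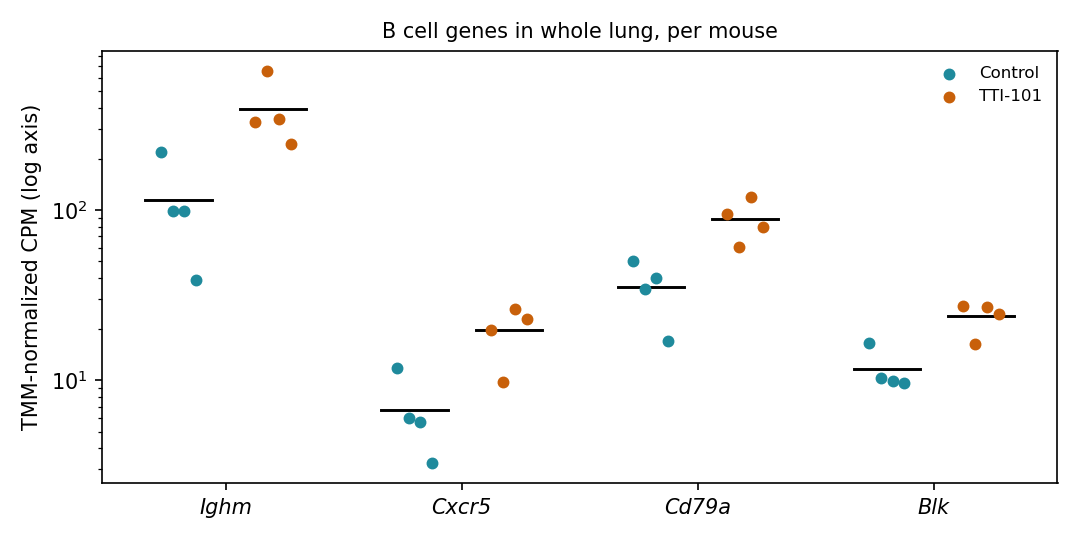
TMM-normalized CPM of Ighm, Cxcr5, Cd79a and Blk in each mouse, on a log axis. Each point is 1 mouse and each bar the group mean of 4 mice. Ighm lay between 38.6 and 219 CPM in control and between 243 and 659 CPM in TTI-101-treated lungs.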

B cell genes were seen to be upregulated, including *Ighm* (Ig mu heavy chain), *Cd19* (B cell lineage), and *Cxcr5* (B cell chemotaxis) (**Figure 4A**). 

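The score of common lymphoid progenitor genes was 5.11 ± 0.27 (SD, n = 4) in control and 5.43 ± 0.35 (SD, n = 4) in TTI-101-treated lungs, a difference of 0.31 within the spread between mice (two-sided exact permutation test, p = 0.2). In 3 of 4 treated mice the score was above every control mouse, and TTI-101-treated mouse 2 was the lowest of the treated mice at 4.90. Without that mouse the difference was 0.50. Only 6 of the 11 genes of this list were expressed enough to test, and Rag1, Rag2 and Dntt, which mark these progenitors, were not among them.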

Using xCell, we also noticed a higher score for common lymphoid progenitors (CLPs) (**Supplementary Figure 4B**). 

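The score of 13 tested genes of M2 macrophages was 4.09 ± 0.11 (SD, n = 4) in control and 4.00 ± 0.25 (SD, n = 4) in TTI-101-treated lungs. The difference of -0.09 was smaller than the spread between mice (two-sided exact permutation test, p = 0.514), with 2 treated mice below every control mouse and 1 above every control mouse. It ranged from -0.18 without TTI-101-treated mouse 2 to -0.02 without TTI-101-treated mouse 1.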

Use of CIBERSORT deconvolution (39) revealed a decrease in M2 score (**Supplementary Figure 4C**). Deconvolution scores were correlated with LUAD data from The Cancer Genome Atlas (TCGA): Th1s and plasmacytoid DCs negatively correlated with *STAT3* expression in LUAD tumors (**Figures 4D, E**), a pattern we also noticed for CLPs (**Supplementary Figure 4D**). Owing to the B cell phenotype found in our RNA-seq data, we queried TCGA for LUAD patients and B cell infiltration. Our results showed that higher B cell infiltration led to increased cumulative survival (**Figure 4F**). Since we were operating in the setting of STAT3 inhibition, we narrowed our analysis to patients with low *STAT3* expression. We found that patients with low *STAT3* showed improved survival with higher infiltration of DCs (**Figure 4G**), supporting our finding of increased DC infiltration in CC-LR mice. These data suggest that DC tumor infiltration may serve as a predictor of response to STAT3 inhibition while suggesting a role for B cells in the anti-tumor response engendered by TTI-101.

## 4 Discussion

In this study, we demonstrated that inhibiting STAT3 with TTI-101 is an efficacious means of targeting a myriad of pro-tumor STAT3 functions across the tumor and immune compartments. In CC-LR mice, STAT3 inhibition attenuated tumor burden and tumor proliferation. Immunologically, we observed substantial reprogramming of the TIME: in addition to decreased STAT3 signaling, we observed upregulation of many NF-κB targets, including monocyte and T cell chemokines (CCL2 and CXCL9). Flow cytometry profiling of the lung revealed changes in both the myeloid and lymphoid compartments: DC proportions were higher following treatment with TTI-101, with a corresponding increase in Th1s. Increased immune activation was reinforced by differential gene analysis, with profiles for T, B, and myeloid cell activation showing significant positive enrichment, particularly for B cells. Comparisons with LUAD data from TCGA data likewise indicated inverse relationships between *STAT3* expression and Th1 and DC infiltration. B cell and DC infiltration even correlated with improved survival.

Our results shed light on the temporal nature of STAT3 in lung tumorigenesis. Some studies have reported that early *Stat3* ablation is pro-tumorigenic (29, 30). These studies showed that deletion of *Stat3* in the lung epithelium concurrent with K-ras^G12D^ induction fostered KM-LUAD development, growth, and lethality. The temporal nature of STAT3 function was illustrated by Zhou et al., who demonstrated that preemptive targeting of STAT3 prior to carcinogen exposure resulted in increased K-ras mutation rate, inflammation, and tumorigenesis. However, once tumors were established, *Stat3* deletion proved integral to reducing tumor growth (26). In our hands, we were able to pharmacologically target STAT3 after initial tumor formation but saw decreased tumor growth. Therefore, we conclude that STAT3 inhibition is a viable means of treating KM-LUAD between initial tumor formation and tumor establishment.

Additionally, our results show that targeting STAT3 does not only affect tumor cells but repolarizes the TIME to an anti-tumor phenotype. Skewing from STAT3 to NF-κB signaling may explain the resulting changes in secreted factors. The NF-κB target CCL2, which is a known monocyte chemokine, is also a DC chemotactic factor (54) and may well explain the increased abundance of DCs within the lung. Likewise, CXCL9 is known to recruit primed T cells to sites of inflammation (45) and may correspond with our finding of increased Th1 prevalence.

DCs are well known to play an essential role in priming T cell-mediated anti-tumor immune responses (55, 56), and the trend for cDC2s to upregulate their MHC-II expression is indicative of increased activation and antigen presentation (57). While STAT3 is known to play an important role in DC maturation (58, 59), DC-specific knockouts of STAT3 in mice result in DCs that are fewer in number but greater in anti-tumor function and Th1 priming ability via IL-12 secretion (20, 60). Therefore, we suspect that TTI-101 enhances DC antigen presentation and T cell priming to elicit an anti-tumor response.

Th1 function is likewise influenced by STAT3 signaling: STAT3-derived IL-6 and TGFβ drive CD4 differentiation away from Th1 towards Th17, a CD4 subtype that is often pro-tumorigenic through IL-17-mediated recruitment of MDSCs (61–64). STAT3 likewise is important for regulatory T cell (Treg) differentiation via TGFβ (65), and deletion of STAT3 in the murine T cell compartment obliterates Treg tumor infiltration (66). In our hands, STAT3 inhibition using TTI-101 in the CC-LR model seems to promote Th1 function.

Evidence of anti-tumor synergy between myeloid and T cells is also mirrored in our RNA-seq results, with numerous anti-tumor immune signaling pathways showing significant enrichment. It is also telling that in LUAD tumors with low *STAT3* expression, DC infiltration is predictive of survival. In subsequent studies, we will focus more on the DC:T interaction and the priming process in response to TTI-101.

It is worth noting that while we only saw a trending increase in B cell abundance in the lung, transcriptomic profiling indicated increased BCR signaling and B cell activity, and cellular deconvolution predicted increased B cell enrichment. Humoral immunity and tertiary lymphoid structures (TLSs) are known positive prognostic indicators in KM-LUAD (67, 68); while we saw no evidence of TLSs (data not shown), it is likely that humoral immunity plays a role in the response to TTI-101 and merits further investigation.

We also detected TTI-101-induced gene transcript changes that suggest potential pathways for the emergence of TTI-101 resistance. For example, FGF21, which inhibits CD8 T cells by boosting cholesterol metabolism (49), was upregulated in BALF and may herald blunting of the anti-tumor responses. Similarly, increased CXCL1, a known neutrophil chemokine (43), could lead to recruitment of PMN-MDSCs, which are immunosuppressive and a negative prognostic indicator in KM-LUAD (10).

While this study demonstrated the efficacy of STAT3 inhibition via TTI-101 in reducing tumor burden and in reprogramming inflammation in KM-LUAD, several limitations should be addressed. First, we have studied the role of TTI-101 in a preventative setting in CC-LR mice. Our early treatment regimen is most translatable to high-risk patients who, through improved early screening, may benefit from a prophylactic intervention. However, providing the drug once tumors are established or increasing drug exposure may yield different results, and we plan to study STAT3 inhibition at later timepoints moving forward. Second, although we observed increased immune activation, including DC and Th1 responses, the precise mechanism of immune priming and the durability of this response remain unclear. While we see tumor-intrinsic effects of STAT3 inhibition in terms of reduced tumor cell proliferation, we do not see changes in angiogenesis or apoptosis markers (data not show). This suggests that tumor-extrinsic STAT3 function in DCs and T cells play a marked role. In the same vein, we cannot precisely define if one DC subset or another is playing a greater role, and we cannot rule out a role for AMs, since they were indistinguishable from cDC1s in our gating. Additionally, while transcriptomic analyses suggested increased B cell enrichment and activity, our flow and COMET results are limited and only trending. The functional contribution of humoral immunity and its role in the anti-tumor response in this model warrant further investigation. Moreover, the CCR2/CCL2 pathway recruits mononuclear MDSCs (M-MDSCs) into tumors, in addition to monocytes and DCs (69).

We will focus future studies on longitudinal monitoring of M- and PMN-MDSC recruitment to further dissect the interplay between MDSCs, DCs, T cells, and B cells in shaping anti-tumor immunity. Since the use of TTI-101 alone did not completely abrogate lung tumor burden, and since TTI-101 did not appear to alter CD8 number or their cytokine profiles (data not shown), we plan to combine TTI-101 with anti-PD-1 to see if there are synergistic effects that could boost cytotoxicity. In addition, it will be interesting to test combination therapy with K-ras inhibitors, conventional chemotherapy, and other immunotherapeutic interventions such as DC vaccination to improve DC function and T cell priming. As this study was limited to the early-stage lung tumor setting, we also plan to study the effects of TTI-101 in later-stage tumors alone and in combination with the other therapies mentioned.

In conclusion, our findings establish STAT3 inhibition via TTI-101 as a promising early therapeutic/preventative approach for KM-LUAD that can reduce tumor burden, reprogram the TIME, and enhance anti-tumor immunity.

## Data Availability

The original contributions presented in this article are deposited in the GEO repository, accession number GSE294807. The individual samples are stored in GSM8920639-GSM8920646.

How the deposited data were processed for this re-analysis (not part of the article)

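Whole lungs of 4 control and 4 TTI-101-treated CC-LR mice were sequenced at 14 weeks of age, with 1 library per mouse. The sequencing provider selected poly(A) RNA, sequenced paired ends and processed the reads with its own pipeline. The paper's text does not name the aligner, the counting tool, the genome build or the test for differential expression. The values are whole-number counts per Ensembl gene without normalization. Of the 54532 genes, 54495 have an identifier in GENCODE M21 and 53585 have the same chromosome, start and end there, which places them on GRCm38. Total counts ranged from 16446481 to 26873509 in control and from 16075855 to 25920509 in TTI-101-treated libraries.

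The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In edgeR, filterByExpr with its minimum count of 10 kept 17138 genes, libraries were scaled by TMM, and the groups were compared with robust quasi-likelihood F-tests and Benjamini-Hochberg adjustment over the genes tested. No covariate was used. Genes were counted at an adjusted p under 0.05 and under 0.01 and at an unadjusted p under 0.01, because the paper gives its threshold as an FDR of 2 while Figure 4A is drawn on an axis of p-values. The genes named are those that the study names from this and its other experiments, and up to 5 increased and 5 decreased genes among those with an adjusted p under 0.05 whose groups did not overlap and whose mean count was at least 10 in 1 group, of which there were 0.

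Short gene lists, 39 with at least 3 tested genes, were compared with limma's camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. The mean log2 CPM of each list gave a score per mouse, compared by a two-sided exact permutation test over 70 assignments. Mouse Reactome pathways from fgsea 1.28.0 with 10 to 500 tested genes were compared with camera in the same way. The signatures of xCell and CIBERSORT and the GO gene sets were not used.

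The alternatives were DESeq2's Wald test, limma-voom, DESeq2's size factors, library totals, no filter, at least 10 counts in every library, protein-coding genes, a block for the replicate number, Xist as a covariate, a log2 fold change of at least 1, fry, camera with an estimated correlation, z-scores, a prior count of 0.5 and each library left out in turn. These choices, the gene lists and the comparisons were set before the data were examined. The alternatives for the Reactome pathways, and DESeq2 with each library left out, were chosen after seeing the data. The fits were also tested on simulated data with 200 changed genes, of which edgeR recovered 193 with 13 false calls, limma-voom 193 with 11 false calls and DESeq2 199 with 59 false calls. Each simulated change was larger than the log2 fold change of every B cell gene named here, and genes of low CPM were not changed. Genes were drawn independently, with no library set apart from its group. The recovery therefore does not show how many smaller changes these fits would miss in the real libraries.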

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

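The test of neutrophil and platelet genes was chosen only after the result was seen. In each group of 4 mice, the gap between the most distant mouse and its nearest neighbour was compared with Dixon's critical value, for each gene named, each list score and 4 measures of the libraries. The value was exceeded in 10 groups, where chance gives 6.3.

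In control mouse 4, the gap was 0.861 of the control range for Csf1, 0.858 for Tbx21, 0.931 for the type 2 DC score and 0.867 for the percentage of mitochondrial counts, which was 5.56% against 2.44% to 2.85% in the other control mice. This mouse was also apart from the other 7 on the first principal component, at 101 against at most 17.9. Removing a trend on GC content and gene length left it at 98.8 against 18.8, a gap of 0.676 of the control range. The trend held 2.43% of the variance of this library around the mean of all 8, which argues against this bias as the whole cause. Removing 45 genes, the mitochondrial ones and the 10 most abundant, gave a gap of 0.692 against 0.693 with them. So few genes hardly enter the component after TMM, so this decides nothing, and a larger share of counts in abundant genes stays open. Tissue composition and sample quality were not tested, and no biological explanation within the control group is named by the design.

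In TTI-101-treated mouse 2, the gap was 0.955 of the range of the treated mice for the common lymphoid progenitor score, 0.946 for the motile cilia score and 0.940 for the Th1 score. Its cilia score of 5.11 lay among those of the control mice. Neither a mislabelled sample nor another explanation was tested for this mouse, and its Cyp1a1 level of 224 CPM was above that of every control mouse.

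Control mouse 1 had a gap of 0.863 for Blk and of 0.830 for total counts, at 26873509 against at most 18220467. TTI-101-treated mouse 1 had a similar total, 25920509, so depth did not separate the groups. Control mouse 2 had a gap of 0.843 for the M2 score. No explanation was tested for these values.

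Red blood cell genes, which the paper does not discuss, were higher in TTI-101-treated lungs. Their score was 3.51 ± 1.04 (SD, n = 4) in control and 5.80 ± 1.25 (SD, n = 4) in treated lungs, a difference of 2.28, with 3 of 4 treated mice above every control mouse (two-sided exact permutation test, p = 0.0571). Blood left in the lungs may explain this. The neutrophil score was 0.72 higher (exact permutation p = 0.314), while the platelet gene Pf4 had a log2 fold change of -0.85, so the tests do not decide. The paper states that lungs of lavaged mice were perfused, and an effect of TTI-101 on red cell precursors, whose gene Alas2 had a log2 fold change of 2.87, stays open and untested.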

How the results depend on the processing

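No test in this part was chosen to explain a result, and the alternatives for Reactome pathways and for DESeq2 with mice left out were chosen after seeing the data. The number of genes past a threshold was larger with DESeq2 than with edgeR or limma-voom. limma-voom gave 107 genes at an unadjusted p under 0.01 and 0 at an adjusted p under 0.05. The DESeq2 fit also kept more genes, and 47 of its 398 were below edgeR's filter. With DESeq2's Wald test, 4 genes passed an adjusted p of 0.05, 4 passed 0.01 and 398 passed an unadjusted p of 0.01, against 0, 0 and 116 with edgeR, where 1132 genes had an unadjusted p under 0.05. With Xist as a covariate, 1 gene, Cyp1a1, passed an adjusted p of 0.05. Without a filter, 282 genes passed an unadjusted p of 0.01, and 75 of the 116 also had a log2 fold change of at least 1, a stricter criterion by construction. The other causes were not tested.

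With each mouse left out in turn, between 0 and 1 genes passed an adjusted p of 0.05 (Cyp1a1, without control mouse 1 or TTI-101-treated mouse 3) and from 36 to 613 an unadjusted p of 0.01 in edgeR. The lowest count was without TTI-101-treated mouse 3 and the highest without TTI-101-treated mouse 2. In DESeq2 the count ranged from 147 without TTI-101-treated mouse 3 to 1253 without TTI-101-treated mouse 2, with 1217 without control mouse 1, 162 without control mouse 4 and 208 without TTI-101-treated mouse 1.

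Among the gene lists and the Reactome pathways, 0 passed an adjusted p of 0.05 with an estimated correlation and 0 with fry. For the B cell, motile cilia and T cell lists, the adjusted p was 0.569 with an estimated correlation, and it was 0.396 for B cells and 0.432 for motile cilia and T cells with fry. Under the other alternatives and with any mouse left out, these 3 lists kept their direction and an adjusted p under 0.05. The memory B cell list, at 0.0455, was above 0.05 without every mouse but control mouse 1, up to 0.127 without control mouse 2, and was also above it with library totals (0.0577) and with Xist as a covariate (0.0584). Mature DCs changed direction without a filter (adjusted p = 0.548). The number of Reactome pathways ranged from 35 without control mouse 4 to 166 without TTI-101-treated mouse 3.

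Several values near 0 changed direction when a mouse was left out. Log2 fold changes ranged from -0.14 to 0.0036 for Stat3 (higher without control mouse 4), from -0.64 to 0.055 for Ccl2 (higher without control mouse 2 or 4), from -0.12 to 0.32 for Il1a (lower without control mouse 3 or 4 or TTI-101-treated mouse 4) and from -0.018 to 0.25 for Ccl22 (lower without control mouse 2 or TTI-101-treated mouse 2). Adjusted camera p-values ranged from 0.144 to 0.994 for class-switched heavy chains, from 0.614 to 0.892 for M2 macrophages, from 0.343 to 0.914 for type 1 DCs, from 0.479 to 0.994 for mature DCs, from 0.0746 to 0.895 for MHC class II presentation and from 0.301 to 0.981 for STAT3 targets.

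Of the 39 scores, 2 had an exact permutation p under 0.05, against 1 with z-scores and from 0, without any of the treated mice, to 6, without control mouse 1. The difference in memory B cell score ranged from 0.26 without control mouse 4 to 0.53 without control mouse 1, and that in class-switched heavy chains from -0.46 to 1.06.

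The replicate numbers are shared by the groups, but the correlations within same-numbered mice were 0.393, 0.0822, 0.158 and 0.0707, so the numbers were not read as pairs. Between differently numbered mice of the 2 groups they ran from -0.421 to 0.167. Sex was shared within each number too, so pairing is not excluded, and the permutation tests treat the mice as unpaired. With the number as a block, 141 genes passed an unadjusted p of 0.01, 0 passed an adjusted p of 0.05, 15 lists and 81 pathways passed, and the MAPK list did not (adjusted p = 0.0523). The class-switched list has no value among protein-coding genes, since immunoglobulin genes are not counted as such. At these depths, Ifng, Csf3, Cxcl2 and Fgf21 fell below edgeR's filter, and their unadjusted p-values from DESeq2 were 0.641, 0.968, 0.760 and 0.772.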

Differences from the paper's values

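No test in this part was chosen to explain a result. The paper's count of differentially expressed genes is 398. Here, 116 genes had an unadjusted p under 0.01 in edgeR. Of the alternatives set before the data were examined, DESeq2's Wald test gave 398, the paper's own count. No filter gave 282 and leaving out control mouse 1 gave 575, each also within 1.5 times the paper's 398, and none of the others did. At an adjusted p under 0.01, edgeR called 0 genes, with 1132 at an unadjusted p under 0.05, and DESeq2 called 4. None of the alternatives set before the data were examined came within 1.5 times the paper's 398 at this threshold.

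On the -log10 scale, the paper's p-values in Fig. 4A, read by eye, are about 23 for Cyp1a1, about 8.2 for Dlk1, about 6.0 for C2cd4b, about 4.6 for Cd79a and about 4.6 for Ighm. In edgeR these were 5.21, 3.63, 3.39, 2.82 and 2.46. With DESeq2's Wald test, an alternative set before the data were examined, they were 23.3, 8.22, 5.98, 4.59 and 4.55. The paper's count of 398 and its figure thus match unadjusted p-values from DESeq2, with which 4 genes passed an adjusted p of 0.01. DESeq2 also called Cyp1a1, Dlk1 and C2cd4b at an adjusted p under 0.05. In edgeR, Cyp1a1 was called with Xist as a covariate (adjusted p = 0.0325) and without control mouse 1 or TTI-101-treated mouse 3, and Dlk1 and C2cd4b under none of the alternatives run.

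The paper states that pathways of microtubules were lower, while the list of microtubule subunits and motors had a median log2 fold change of -0.04 (limma camera adjusted p = 0.572). It states enrichment of Th1 and DC activation and of gene sets that inhibit Ras, where the Th1, type 1 DC, type 2 DC and mature DC lists had adjusted camera p-values of 0.359, 0.612, 0.160 and 0.849 and the negative regulators of Ras one of 0.165. In the direction the paper states, the type 2 DC score was 0.26 higher with all 4 treated mice above every control mouse (two-sided exact permutation test, p = 0.0286), and the score of the negative regulators of Ras was 0.19 higher with 3 of 4 treated mice above every control mouse (exact permutation p = 0.0571). It states significant enrichment of B cells, memory B cells and class-switched memory B cells, where the scores had exact permutation p-values of 0.0571, 0.114 and 0.8. For memory B cells, leaving out control mouse 1 gave an exact permutation p of 0.0286. In the direction the paper states, the adjusted camera p was 1.7e-13 for B cells and 0.0455 for memory B cells. It was 0.780 for class-switched heavy chains. With an estimated correlation or with fry, 0 of these lists passed an adjusted p of 0.05. The paper states a higher score of common lymphoid progenitors and a lower M2 score, where the differences of 0.31 and -0.09 were within the spread between mice. These lists are not the gene sets or signatures that the paper used.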

Other observations

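The tests of the epithelial share, of control mouse 4 alone, of the red cell score as a covariate, of the correlations between scores and of targets of the aryl hydrocarbon receptor were chosen only after the results were seen.

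All 8 mice can be split into 4 and 4 in 35 ways. At an adjusted p under 0.05 and under 0.01 in edgeR, the real split gave 0 genes, which every split reaches, so these counts decide nothing. At an unadjusted p under 0.01, 6 of the 35 splits gave as many genes in edgeR, and 6 did in DESeq2. At an adjusted p under 0.05 in DESeq2, 10 did. For the gene lists, 4 of the 35 splits gave at least 14 lists, and for Reactome pathways 11 gave at least 86. These counts include the real split, and each of these last 5 results was reached by other splits of the same mice. At an unadjusted p under 0.01, the median over the splits was 56 genes in edgeR and 183 in DESeq2. For gene lists the median was 7, and for Reactome pathways it was 41. The largest numbers of genes came from setting control mouse 1 and TTI-101-treated mice 1, 3 and 4 against the other 4 mice, with 2003 genes at an adjusted p under 0.05 in edgeR. This split exchanges control mouse 1 with TTI-101-treated mouse 2, without which edgeR gave 575 and 613 genes at an unadjusted p under 0.01. By gene counts, treatment was thus not the strongest division of these mice. Cyp1a1 was at 21.1 CPM in control mouse 1 and 224 CPM in TTI-101-treated mouse 2, each outside the other group's range.

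Xist had 12254 and 7228 counts in control mice 1 and 2 and 11782 and 6665 in TTI-101-treated mice 1 and 2, against at most 33 in the others, while Ddx3y on chromosome Y had 0 counts in the former. Mice 1 and 2 of each group were thus read as female and mice 3 and 4 as male, and the groups were balanced for sex. The split by sex gave 5 genes at an adjusted p under 0.05.

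The B cell genes were higher in TTI-101-treated lungs, and several explanations were tested. Thymus tissue would bring Ptcra, Rag1, Rag2 and Dntt, whose summed level was 0.484 CPM in treated lungs, against a rise of 53.3 CPM in Cd79a, which argues against it. The list of immature thymocytes was itself higher (limma camera adjusted p = 0.0029), with 4 of its 7 tested genes also in another list. Lymph node or bronchus-associated lymphoid tissue would bring Ccl21a, Cxcl13, Glycam1 and Madcam1, whose sum fell by 8.69 CPM, a difference within the control SD of 15.7 (two-sided exact permutation test, p = 0.4). Glycam1 and Madcam1 averaged at most 0.0377 CPM in either group, so that sum rests on Ccl21a and Cxcl13. The adipose tissue score was 1.39 higher, with 3 of 4 treated mice above every control mouse (exact permutation p = 0.114, limma camera adjusted p = 0.0011). Fat in the tissue taken was not among the explanations tested. Removing a trend on GC content and gene length left a difference in score of 1.12, which argues against that bias. Blood left in the lungs may contribute, since red cell genes rose as that explanation predicts. Against blood as the whole source, the summed B cell genes rose by 800 CPM and hemoglobin genes by 565 CPM, with SDs of 168 and 592 in treated lungs, and the B cell sum was above the hemoglobin sum in 7 of 8 libraries. The size of the hemoglobin rise depended on TTI-101-treated mouse 1. There the hemoglobin gene Hbb-bs was at 751 CPM, against 97.8 to 313 CPM in the other treated mice. With the red cell score as a covariate, the difference in B cell score was 1.09 and the limma camera adjusted p of the B cell list was 0.00064. Without control mouse 4, however, that difference was -0.02 (limma camera adjusted p = 0.944), and without the other mice in turn it lay between 0.93 and 1.95. Without both control mouse 4 and TTI-101-treated mouse 1 it was -0.45 (limma camera adjusted p = 0.0441). Without control mouse 4, however, red cell scores ran from 2.42 to 3.61 in control and from 4.35 to 7.37 in treated mice. As these do not overlap, the covariate stands in for the group. Neither fit without control mouse 4 can therefore show that blood explains the rise. Within groups the B cell and red cell scores had a Pearson r of 0.0488 (exact permutation p = 0.913) and a Spearman rho of 0.262 (exact permutation p = 0.531). Without control mouse 4 and TTI-101-treated mouse 1, r was 0.765. The covariate fit thus depends on control mouse 4, whose red cell score alone among the controls exceeded that of a treated mouse. That fit does not decide. The sums do not use the fit and go against blood as the whole source, although the SD of hemoglobin in treated lungs exceeded its rise. Blood as a part of the source cannot be told apart from a change in lung B cells. A smaller share of epithelium would raise other cell types alike, but the mean macrophage and DC score was 0.11 higher (exact permutation p = 0.343). Alveolar type 2 genes had a score difference of -0.33 (limma camera adjusted p = 0.0059), as this explanation predicts. Score differences were 0.60 for T cells, 0.83 for NK cells and 0.72 for neutrophils, but -0.18 for plasma cells and -0.05 for Th17 cells. The macrophage and DC mean thus does not stand for all other cell types. The B cell score minus the macrophage and DC mean was 1.04 higher, against SDs of 0.51 in control and 0.48 in treated lungs (exact permutation p = 0.0571). It was from 0.82 to 1.28 higher with each mouse left out, above the larger SD each time. This argues against an equal rise of all other cells as the whole cause. A smaller share of epithelium as a part of the cause stays open. Without control mouse 4, the difference in B cell score was 0.88, larger than the SD of 0.48 among the other control mice (exact permutation p = 0.0857), which argues against that mouse as the whole cause. An effect of TTI-101 on B cells stays open too.

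Motile cilia genes were lower, and removing the trend on GC content and gene length left a difference in score of -0.79, which argues against that bias. A smaller share of airway in the tissue taken could explain the result. Club cell genes, also of the airway, had a score difference of -0.50 (two-sided exact permutation test, p = 0.343). Of these 10 genes, 8 were lower, as a smaller share of airway predicts (limma camera adjusted p = 0.0036). That adjusted p was at most 0.043 with any mouse left out, but 0.569 with an estimated correlation. Within groups, the cilia and club cell scores had a Pearson r of 0.783 (exact permutation p = 0.0451, adjusted over 3 relations 0.0677) and a Spearman rho of 0.905 (exact permutation p = 0.0399). Without TTI-101-treated mouse 2 and control mouse 1, r was 0.423, so the relation rests on those mice and does not decide. The cilia and B cell scores had an r of -0.971 (exact permutation p = 0.0174, adjusted 0.0521) and a rho of -0.881 (exact permutation p = 0.026), and r was -0.943 without control mice 1 and 4.

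Cyp1a1 was higher in every treated mouse than in every control mouse, and activation of the aryl hydrocarbon receptor is a candidate explanation. Its 6 other tested targets had a score 0.11 higher (two-sided exact permutation test, p = 0.486), and 0.22 higher without control mouse 4 (exact permutation p = 0.257), in which the target Cyp1b1 was at 62.3 CPM against 10.5 to 13.9 CPM in the other control mice. With 6 genes and a result that depends on this mouse, the test does not decide. An effect of the solvent or of the dosing was not tested, since the paper names no control mice given solvent alone.

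Genes of the proteins and transcripts that the study measured in other experiments were read in these lungs. Mki67 had a log2 fold change of -1.09 (standard error 0.34, adjusted p = 0.657 from edgeR), which was -0.60 without control mouse 4. The list of proliferation genes had a median of -0.77 (limma camera adjusted p = 4.9e-09, and 0.0493 unadjusted from limma's fry). Cxcl9 had a log2 fold change of -2.0, and of -0.28 without control mouse 1, whose level was 10.5 CPM. Cxcl1 had one of -0.61, and of -0.05 without that mouse. The values were 0.39 for Csf1, and 0.14 without control mouse 4, -0.35 for Csf2 and -0.70 for Tnf, which was -0.47 without TTI-101-treated mouse 1. For Csf2 it was -0.76 without TTI-101-treated mouse 2, -0.23 without control mouse 1, -0.20 without TTI-101-treated mouse 3 and -0.19 without TTI-101-treated mouse 4. They were -0.22 for Ccl2, 0.06 for Il1a and 0.09 for Ccl22. The 18 genes of STAT3 targets had a median of -0.08 (limma camera adjusted p = 0.612), and 8 tested NF-kB targets one of -0.29 (limma camera adjusted p = 0.359). Gkn2, chosen after its values were seen, had 74, 29, 132 and 1001 counts in control mice 1 to 4 and 7, 3, 0 and 2 in TTI-101-treated mice 1 to 4 (adjusted p = 0.0032 from DESeq2 and 0.657 from edgeR).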
